# Molecular mechanisms of embryonic tail development in the self-fertilizing mangrove killifish *Kryptolebias marmoratus*

**DOI:** 10.1242/dev.199675

**Published:** 2021-12-24

**Authors:** Hussein A. Saud, Paul A. O'Neill, Yosuke Ono, Bas Verbruggen, Ronny Van Aerle, Jaebum Kim, Jae-Seong Lee, Brian C. Ring, Tetsuhiro Kudoh

**Keywords:** Selfing, Isogenic, Forward genetics, Tail bud, Noto, Mesogenin, Mutant, RNA-seq

## Abstract

Using the self-fertilizing mangrove killifish, we characterized two mutants, *shorttail* (*stl*) and *balltail* (*btl*). These mutants showed abnormalities in the posterior notochord and muscle development. Taking advantage of a highly inbred isogenic strain of the species, we rapidly identified the mutated genes, *noto* and *msgn1* in the *stl* and *btl* mutants, respectively, using a single lane of RNA sequencing without the need of a reference genome or genetic mapping techniques. Next, we confirmed a conserved morphant phenotype in medaka and demonstrate a crucial role of *noto* and *msgn1* in cell sorting between the axial and paraxial part of the tail mesoderm. This novel system could substantially accelerate future small-scale forward-genetic screening and identification of mutations. Therefore, the mangrove killifish could be used as a complementary system alongside existing models for future molecular genetic studies.

## Abstract (precis)

**Summary:** The mangrove killifish, a self-fertilizing vertebrate model, allows rapid identification of the mutated genes *noto* and *msgn1* from mutant strains and their genetic roles in tail bud development.

## INTRODUCTION

Within vertebrate species, the embryo is organized as a head, trunk and tail along the anterior to posterior axis. Although the trunk and tail consist of a common set of tissues, including notochord, somites and neural tube (spinal cord), the timing and location of development of the trunk and tail have fundamental differences (Goto et al., 2017; Attardi et al., 2018). For instance, in zebrafish, the trunk cell fates are specified at gastrula stage around the blastoderm margin where the dorsal-most area gives rise to the notochord, and the lateral side to trunk somites and spinal cord (Kimmel et al., 1990; Woo et al., 1995; Kudoh et al., 2004). At this stage, the cells for tail somites and spinal cord are maintained along the ventral side of the embryo (Kudoh et al., 2004). At the end of the gastrula stage, axial mesoderm cells from the dorsal side and the ventro-lateral mesoderm/ectoderm cells merge to each other and form the tail bud (Kanki and Ho, 1997; Kudoh et al., 2004; Row et al., 2011). The tail bud contains an organizing activity that can promote development of tail axial and non-axial mesoderm and neural ectoderm (Goto et al., 2017; Attardi et al., 2018). Although the fundamental role of the tail bud may be conserved in all vertebrate animals, due to their differences in embryonic morphology and size, gene expression patterns and the mechanisms by which the tail bud regulates tail tissue specification and patterning vary depending on the species (Finch et al., 2010; Mourabit et al., 2014).

Here, we introduce a new model species, the self-fertilizing mangrove killifish *Kryptolebias marmoratus*, as a tool for studying gene functions in the tail bud. *K. marmoratus* adult fish are mainly self-fertilizing hermaphrodites with smaller numbers of male fish. As the same mutated DNA sequence (allele) would be inherited by an individual F_1_ fish in the ovotestis (ovary and testis located next to each other) (Camacho Grageda et al., 2004; Sakakura et al., 2006), recessive zygotic mutant phenotypes may be observed in the F_2_ generation derived from a single self-fertilizing F_1_ parent. This makes the process of mutant screening one generation shorter than other dimorphic animal models and omits the process of identifying families carrying a mutant allele, leading to quicker mutant screens using smaller numbers of fish and tanks. Using the mangrove killifish, Ring's group conducted a pilot screen for zygotic lethal mutants by N-ethyl-N-nitrosourea (ENU)-induced mutagenesis (Moore et al., 2012), followed by a continued F_3_ screen to confirm zygotic lethal alleles (old and new) and uncover sterile mutant lines (Sucar et al., 2016). From these lines, we selected two mutants, R109/*shorttail* and R228/*balltail*, characterized by their unique phenotypes during tail development. Taking advantage of the small number of polymorphisms found in these inbred self-fertilizing animals, we needed to sequence only a small number of mutant fish embryos using one lane of RNA sequencing (RNA-seq) to identify the key mutations that cause the *stl* and *btl* phenotypes.

Our results provide insights of evolutionary diversification of gene function, in addition to redundancy and specification that facilitate the establishment of different gene and tissue functions during embryonic development. This work also demonstrates the mangrove killifish as a powerful genetic model that could be used for generating mutant lines quickly, characterizing novel phenotypes and identifying mutated genes, thereby contributing to our understanding of the genetic mechanisms underlying embryo development and many other phenotypes.

## RESULTS

### Phenotypes of mutations

To uncover mechanisms of tail development in the self-fertilizing *K. marmoratus*, two ENU-mutated lines, R109 and R228 (Sucar et al., 2016), were analysed. R109/shorttail (*stl*) exhibits reduced tail growth with characteristic narrowing at the trunk-tail junction (Fig. 1D) whereas R228/balltail (*btl*) was characterized by a swollen part at the end of tail resembling a ball shape (Fig. 1G). Both mutations show different phenotypes at late stages of development. In *stl*, the tail becomes shorter during embryonic development and later the posterior part completely disappears (Fig. 1E,F). In contrast, in the *btl* mutants during later embryonic development [stage (St.) 26] the tail forms through a randomly occurring abnormal turn in the anterior and/or posterior tail resulting in irregular tail morphology (Fig. 1H,I). These phenotypes appeared with Mendelian ratios consistent with the recessive nature of a mutation occurring in one gene for each line as they originated from different founding F_0_ mutated fish (Sucar et al., 2016).

**Fig. 1.**
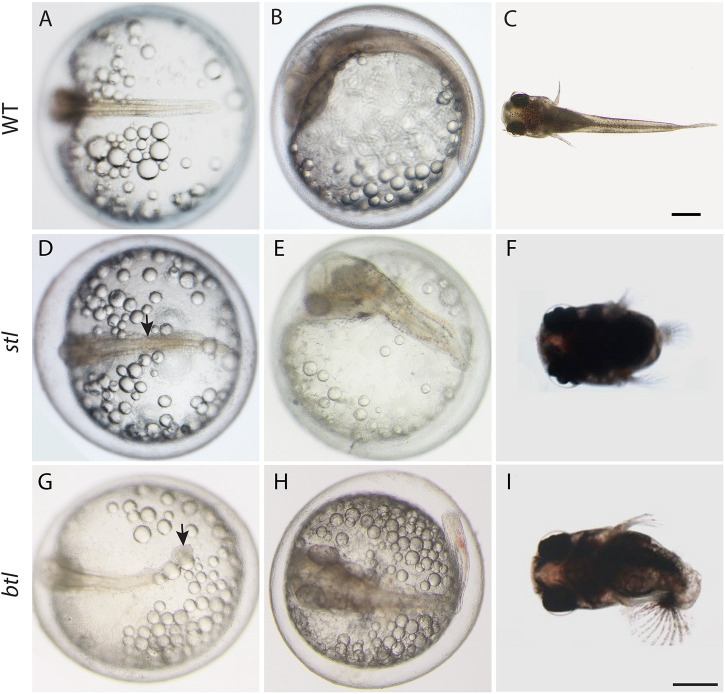
**Morphology *of K. marmoratus stl* and *btl* mutants.** (A-I) WT (A-C), *stl* mutant (D-F) and *btl* mutant (G-I) live embryos at stage 23 (A,D,G), stage 27 (B,E,H) and 1 day post-hatching (C,F,I). Arrow in D indicates the narrow region between the trunk and tail part showing disappearance of notochord along posterior part in the *stl* mutant. Arrow in G indicates the enlarged part of the tail in the *btl* mutant. Scale bars: 200 µm.

### *In situ* hybridization of gene markers in tail tissues at early stages of *K. marmoratus* embryonic development

To examine the mechanisms of tail developmental defects in the *stl* and *btl* mutants, seven molecular markers expressed in different domains of the tail tissue were visualized using *in situ* hybridization (Fig. 2). In the *stl* mutant, a notochord marker (*col9a1b*) was not expressed in the tail region (Fig. 2B) suggesting a defect in the tail notochord development in the *stl* mutant. By contrast, *btl* showed slightly expanded expression of *col9a1b* (Fig. 2C). *hsp90aa* was used as a marker for the somite muscle. Our *in situ* staining results revealed loss of expression of *hsp90aa* specifically in the tail part in both *stl* and *btl* mutants (Fig. 2E,F). *sox3* was used as a marker to investigate the effect of the mutations on the neural tube (Mourabit et al., 2014). *stl* mutants showed suppression of *sox3* expression in the tail spinal cord (Fig. 2H). In the *btl* mutant, *sox3* was not clearly affected, although the shape of the expression domain was altered possibly as a result of the bent tail phenotype (Fig. 2I). These data demonstrate that, even though all three marker genes are expressed throughout the trunk and tail, the tail part of the gene expression profiles were primarily suppressed by these mutations, suggesting that the molecular mechanisms of gene regulation in the trunk and tail are different. *spt* is expressed in the tail bud, especially in the paraxial domain and undifferentiated marginal area in the tail bud (Fig. 2J). *spt* expression in the *btl* and *stl* was not significantly altered (Fig. 2K,L). *ntl* is broadly expressed in the wild-type (WT) tail bud (Fig. 2M). *ntl* expression was not significantly altered in the *stl* and *btl* embryos (Fig. 2N,O). Consistent with this, *fgf8* expression in the tail bud (Fig. 2P) was not suppressed in these mutants (Fig. 2Q,R). By contrast, *tbx6* is expressed in the developing WT somite (Fig. 2S) but expression is greatly reduced in the *btl* mutant (Fig. 2T), which is consistent with the reduction of the later somite marker *hsp90aa* (Fig. 2F). All of these *in situ* staining results were consistent in each individual observed (*n*=5).

**Fig. 2.**
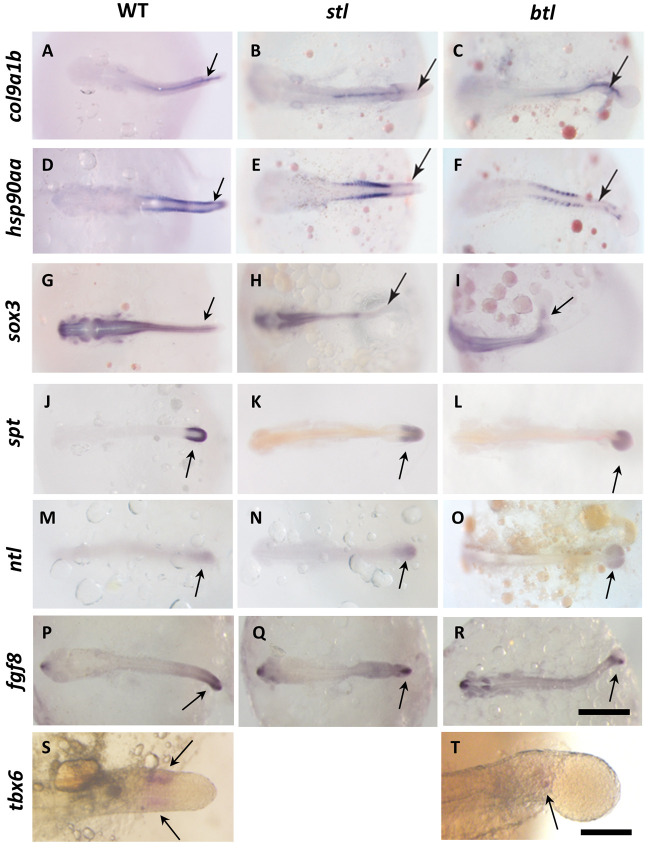
***In situ* hybridization in *K. marmoratus*.** (A-T) Expression of *col9a1b* (A-C), *hsp90aa* (D-F), *sox3* (G-I), *spt* (J-L), *ntl* (M-O), *fgf8* (P-R) and *tbx6* (S,T) in WT, *stl* mutant and *btl* mutant embryos at St. 22/23. Arrows indicate the gene expression domain in the tail. Scale bar: 200 µm (A-R); 50 μm (S,T).

### Identification of the key mutations of R109/*stl* and R228/*btl* in *noto* and *msgn1*, respectively

To identify the key mutations that caused the *stl* or *btl* phenotype, the protein-coding sequences of the embryonically expressed genes were analysed in mutant and sibling groups using RNA-seq with the screening scheme highlighted in Fig. S1. Naturally spawned eggs were collected from the tank of the WT (*Hon9* strain), R109/*stl* or R228/*btl* mutant strains. The eggs were developed to mid somite stage (St.19), when the *stl* or *btl* phenotype is obvious, and were separated into mutant or non-mutant (sibling) groups. Twenty embryos were pooled from each group (five groups: WT, *stl*, *stl*-sibling, *btl* and *btl*-sibling). Total RNA was prepared from each pool, from which tagged libraries were made and analysed on one lane of RNA-seq using Illumina HiSeq2500 100 bp paired end reading (Fig. S1). 

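RNA-seq was read from 5 libraries, 1 for each group. WT is the *Hon9* strain, and the sibling libraries hold the phenotypically normal embryos of the *stl* and *btl* lines. The paper gives the embryos as St.19 in its results and as St.16 to St.18 in its methods, whereas the sample labels give St.17. Each pool held 20 embryos according to the paper and between 20 and 25 according to the labels. The authors trimmed the reads, quantified them with Salmon 1.5.0 against the coding sequences of the reference assembly ASM164957v2, and deposited an estimated count for each coding sequence in each library without scaling. The estimated counts summed to 11817725 in WT, 11849426 in *stl*-sibling, 11487661 in *stl*, 12220249 in *btl*-sibling and 9147625 in *btl*. Of the 37181 coding sequences listed, 37146 were assigned to 22090 genes through their protein accessions and 35 were not. Because 6956 genes have more than 1 coding sequence, among which Salmon divides the reads, the estimated counts were summed over each gene. They were scaled to CPM (counts relative to the library total) with edgeR's TMM factors, which ranged from 0.914 in *btl* to 1.05 in *btl*-sibling. Log2 fold changes were computed after adding 0.5 CPM to both values, for the 15362 genes with a mean CPM of at least 2 over the 5 libraries. There are no replicates, so no difference between groups has a replicate check and no p-values are given across genes. The 3 comparisons among WT, *stl*-sibling and *btl*-sibling give the level of difference between pools of phenotypically normal embryos. Each of them is between lines, so they give no such level for pools of the same line, as a mutant and its sibling are. Intervals given for a single gene are exact (Clopper-Pearson) 95% intervals of the ratio of reads in a pair of libraries. They cover counting error only and compare those libraries, not the conditions. Where a library held 3 reads or fewer of a gene, the fold is given with that library set to 3 reads. It is followed by the smaller fold at the end of the 95% interval, which alone covers counting error.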

The cDNA sequence was *de novo* assembled using Trinity v2.2.0. Using the RNA-seq data, all homozygous non-synonymous polymorphic variations were identified by KisSplice (Lopez-Maestre et al., 2016). According to these data, there were 4544 homozygous variants between WT and the R109/*stl* mutants (Table 1, Screen 1). These variants were narrowed down to 91, representing those showing 100% enrichment in the R109/*stl* mutant and 0% in the WT (Table 1, Screen 2). However, most of these variants showed some unnatural patterns, such as a small number of reads from particular samples (e.g. sibling sample or WT sample) or the number of reads of a WT variant being smaller than that for the mutant variant. Therefore, these variants did not follow a Mendelian ratio, suggesting that these variants are not responsible for the mutant phenotype. To remove these unreliable variants, candidate variants were screened with the following further criteria: WT read is more than ten (Table 1, Screen 3); mutant read is more than five (Table 1, Screen 4); sibling read is heterozygous and more than four from each variant (Table 1, Screen 5); and in the sibling read WT variant is more than mutant variant (Table 1, Screen 6). By eliminating variants that did not match these criteria, the candidate mutations of R109/*stl* were successfully narrowed down to one gene, which turned out to be *noto* (Fig. 3, Tables 1, 2). 

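*noto* (gene 108246077) is annotated on linkage group 10 of ASM164957v2, from position 1128214 to 1129624, with 2 coding sequences whose reads were summed. The libraries held 93 reads of *noto* in WT, 92 in *stl*-sibling, 44 in *stl* and 92 in *btl*-sibling. Scaled to library size, these were 8.03 CPM in WT, 7.56 in *stl*-sibling, 3.71 in *stl* and 7.15 in *btl*-sibling. The log2 fold change of *noto* in *stl* was -0.94 against the sibling (interval -1.58 to -0.49) and -1.02 against WT (interval -1.67 to -0.58). Among the 3 phenotypically normal libraries, the log2 fold change of *noto* lay between -0.16 and 0.08. Of the alternative settings, a pseudocount of 2 CPM moved the value in *stl* against its sibling the most, to -0.74. These values count all reads on the coding sequences, and the shares of the reads that carry either allele are not analysed here.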

Table 2 shows the pattern of reads from the WT, R109/*stl* and R109 sibling that demonstrated that the mutation in nucleotide (nt) 586 is 100% enriched in the mutant group, 19% in the sibling and 0% in the WT. The *noto* gene in R109/*stl* showed a point mutation in nt586 that alters a C-terminal region, leading to a missense base pair transition from cytosine to thymine that results in an amino acid change of arginine (R187) to cysteine (C) (Fig. 3A). The arginine in this domain is conserved between fish and humans, suggesting its important role and supporting the idea that the mutation of R187C caused compromised function of the *noto* gene (Fig. 3B).

**Fig. 3.**
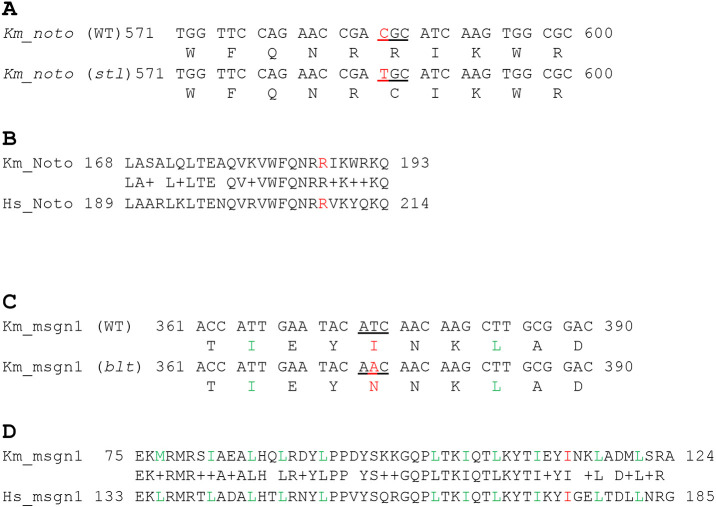
**R109/*stl* and R228/*btl* have a mutation in *noto* and *msgn1*, respectively, in a highly conserved amino acid region*.*** (A) cDNA and protein sequence of *Km_noto* from the Hon9 and *stl* mutant showing amino acid substitution from arginine 187 to cysteine. (B) This arginine is highly conserved in other vertebrate orthologues, including human. (C) cDNA and protein sequence of *Km_msgn1* from the Hon9 and *btl* mutant showing amino acid substitution from isoleucine 117 to asparagine. (D) This isoleucine is highly conserved in other vertebrate orthologues, including human.

**Table 1.**
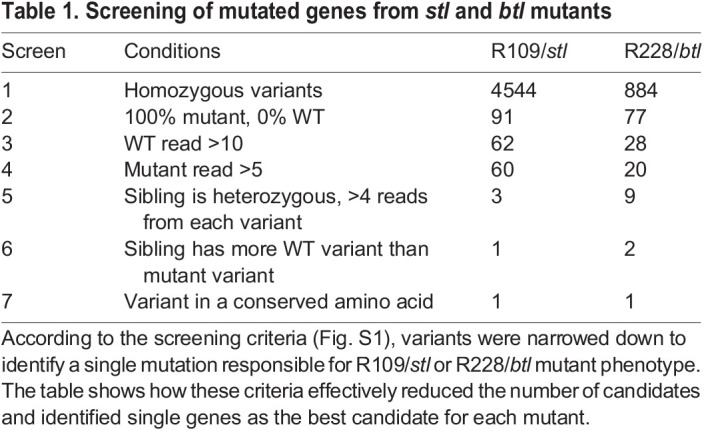
Screening of mutated genes from *stl* and *btl* mutants

**Table 2.**
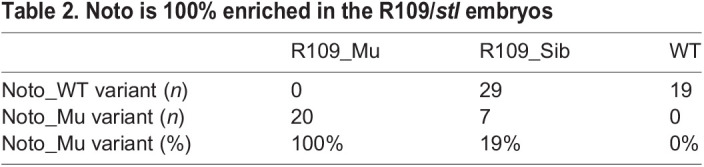
Noto is 100% enriched in the R109/*stl* embryos

Similarly, using the same criteria (Fig. S1) a different mutant allele causing the R228*/btl* phenotype was identified. There were 884 homozygous variants identified between WT and R228/*btl* mutant libraries (Table 1, Screen 1). Among these variants, there were 77 that showed 100% enrichment in the R228/*btl* mutant and 0% in the WT (Table 1, Screen 2). By applying the screening criteria described above (Table 1, Screens 3-6), the candidate variants were successfully narrowed down to two (Table 1). Of these two variants, one is located in the *msgn1* gene at the nt274, resulting in a highly conserved amino acid, isoleucine (I114), being changed to asparagine (N) (Fig. 3C). This isoleucine is a part of the essential structure of the protein, forming a leucine-zipper motif, suggesting that the mutation I114N would cause compromised function of *msgn1* (Fig. 3D). 

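*msgn1* (gene 108240095) is annotated on linkage group 19 of ASM164957v2, from position 9032774 to 9034638, with 1 coding sequence. The libraries held 110 reads of *msgn1* in WT, 89 in *stl*-sibling, 128 in *stl*, 159 in *btl*-sibling and 2163 in *btl*. In *btl* its log2 fold change was 4.33 against the sibling (interval 4.15 to 4.63) and 4.70 against WT (interval 4.49 to 5.06). Among the 3 phenotypically normal libraries, the log2 fold change of *msgn1* lay between -0.72 and 0.36. Ranked from the highest log2 fold change in *btl* against its sibling, *msgn1* had rank 2 of 15362 genes. Rank 1 was *plcd4a*, with 124 reads in *btl* and 1 in *btl*-sibling, 63.6-fold higher with the sibling set to 3 reads (33.6-fold at the interval end). With *stl*-sibling as the reference, the setting that moved *msgn1* in *btl* upwards the most, its log2 fold change was 5.05. The coding sequence of *msgn1* is 426 nucleotides long, and the tenth of genes with the shortest coding sequences (591 nucleotides or fewer) had a median log2 fold change of 0.62 in *btl* against its sibling. With the trend over coding sequence length removed, a step chosen after seeing the data, *msgn1* had a log2 fold change of 3.69. In *stl* against its sibling the log2 fold change of *msgn1* was 0.53 (interval 0.16 to 0.97), smaller than the largest difference among the normal libraries. In the table of NOISeq results the authors deposited for *btl* against its sibling, the log2 ratio of sibling to mutant counts for *msgn1*, which is not scaled for library size, is -3.77, with a probability of differential expression of 0.929.

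**Figure D1:**
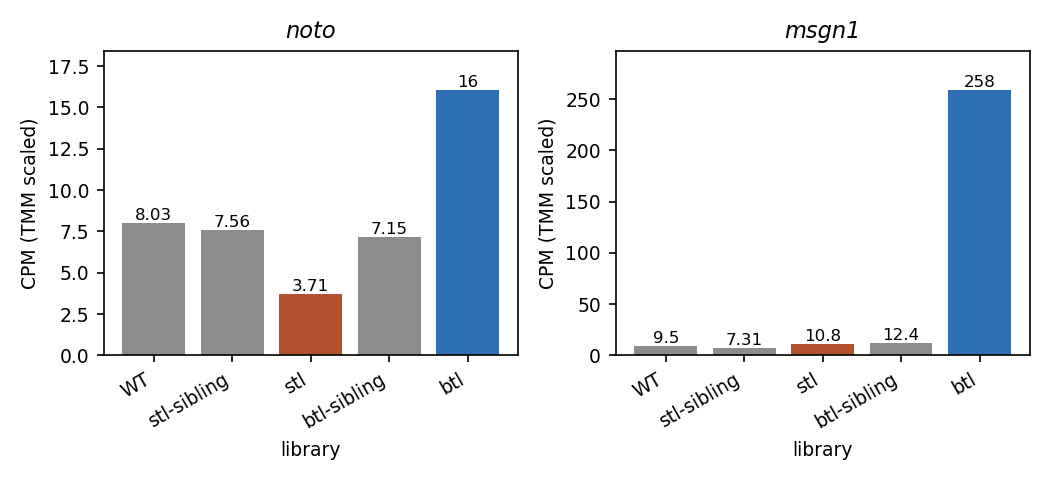
CPM of *noto* (left) and *msgn1* (right) in each of the 5 libraries, 1 bar per library, with mutants coloured and phenotypically normal libraries grey. *noto* is lowest in *stl* (3.71 CPM) and highest in *btl* (16.02 CPM), and *msgn1* is highest in *btl* (258.5 CPM).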

Considering that only one candidate gene fitted our screening conditions 1-7 for *stl* and *btl*, we concluded that *noto* and *msgn1* were very strong candidates for alleles causing the *stl* and *blt* mutant phenotypes, respectively.

In addition to identifying the mutated candidate genes from these mutants, RNA-seq data also provided gene expression profiles in the mutants (Figs S2 and S3). 

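In *stl* against its sibling, 153 of the 15362 genes were at least 2-fold lower and 33 at least 2-fold higher. In *btl* against its sibling, 503 genes were at least 2-fold lower and 665 at least 2-fold higher. The same comparison among the phenotypically normal libraries gave 263 genes in total between *stl*-sibling and WT, 209 between *btl*-sibling and WT, and 325 between *stl*-sibling and *btl*-sibling. The 186 genes of *stl* in total were thus fewer than in any of these 3 comparisons, and the 1168 of *btl* were more. These 3 comparisons are each between lines, whereas a mutant and its sibling are of the same line. With WT and *btl*-sibling as the references, 419 and 506 genes changed in *stl*. Among the 10604 genes with a mean CPM of at least 10, the share that changed at least 2-fold was 0.858% in *stl* and 6.80% in *btl*, and at most 1.05% among the normal libraries. A threshold of 4-fold left 37 genes lower and 10 higher in *stl*, and 72 lower and 20 higher in *btl*. With each coding sequence taken on its own, the setting that raised the counts in *stl* the most, 959 were at least 2-fold lower and 861 higher in *stl*. The split between lower and higher genes in *btl* depended on the scaling, with 847 lower and 321 higher when CPM were scaled by library size alone, and 2127 lower and 64 higher with TPM. It also depended on the reference, with 394 lower and 277 higher in *btl* against WT. Log2 fold changes in *btl* against its sibling also followed the length of the coding sequence. Across genes, which are not independent replicates, Spearman's rho was -0.491 in *btl* and 0.206 in *stl*, each against its sibling, and between -0.152 and 0.423 among the normal libraries. In *btl* the tenth of genes with the longest coding sequences (3795 nucleotides or more) had a median log2 fold change of -0.36. With this trend removed, a step chosen after seeing the data, 480 genes were at least 2-fold lower and 245 at least 2-fold higher in *btl*, and at most 319 in total changed in any comparison of normal libraries.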

The gene expression level was estimated by coverage and compared between the mutants and siblings. 

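Genes were ranked by their log2 fold change in *stl* against its sibling, and the 30 lowest were set against lists of marker genes for tissues, written from general knowledge of zebrafish expression patterns. These 30 genes had log2 fold changes from -5.76 to -2.27, and 30 of 30 were also at least 2-fold lower in *stl* than in WT. The notochord list, of which 29 genes were expressed above the minimum, contributed 10 of them: *cmn*, *emilin3a*, *loxl5b*, *epyc*, *col2a1a*, *col9a1b*, *col8a1a*, *col9a2*, *col11a2* and *col9a3*. None of the 10000 random draws of 30 genes matched on mean expression held more than 2 notochord genes. The somite muscle list (47 genes), the CNS list (39 genes) and the heart list (12 genes) contributed 0 each, and 20 of the 30 genes were in no list. The lowest gene, *cmn* (calymmin), lies on linkage group 17 from 15734471 to 15752413. It had 49 reads in *stl*, 3042 in *stl*-sibling and 1823 in WT, a log2 fold change of -5.76 against the sibling (interval -6.36 to -5.51) and of -5.09 against WT. *emilin3a* had 2 reads in *stl* and 351 in *stl*-sibling, 114-fold lower with *stl* set to 3 reads (47.0-fold at the interval end). *col9a1b*, on linkage group 22 from 23145583 to 23162964, fell from 195.8 CPM in *stl*-sibling to 22.8 CPM in *stl*, a log2 fold change of -3.08 (interval -3.29 to -2.92). Of the genes in no list, those with gene IDs 108234119 and 108243213, annotated as collagen alpha-1(IX) and collagen alpha-1(II) chains, had log2 fold changes of -5.46 and -5.39. Collagen genes are a family of similar sequences, so reads could have been divided among its members and their values are uncertain. *LOC108243053* had 0 reads in *stl* and 119 in *stl*-sibling, 38.7-fold lower with *stl* set to 3 reads (30.9-fold at the interval end). However, it also had 0 reads in the phenotypically normal *btl*-sibling library. With each coding sequence ranked on its own, the setting that moved this count the most, 2 notochord genes were among the 30 lowest, and with WT as the reference there were 4.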

Among the top 30 genes that were downregulated in *stl* and for which expression patterns are known in zebrafish (ZFIN gene database), 15 genes were specific to notochord, four genes to somite muscle, four genes to the CNS and one gene to the heart, and six genes were broadly expressed (Fig. S2). 

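The 30 genes with the lowest log2 fold change in *btl* against its sibling ranged from -4.13 to -2.39, and 30 of 30 were also at least 2-fold lower than in WT. The somite muscle list contributed 4 of them (*atp2a1l*, *myog*, *neb* and *actn3b*) and the notochord list 3 (*col2a1a*, *cmn* and *chrd*), whereas the CNS and epidermis lists contributed 0 each. Random draws matched on mean expression held at most 3 somite muscle genes and at most 3 notochord genes. Of the 30 genes, 23 were in no list, and 14 carry only a LOC symbol, which lists written by zebrafish symbol cannot hold. Of the genes in no list, 7 are annotated as myosin heavy chains, a count made after the values were seen. The lowest gene was *thbs4b* (thrombospondin-4-B), on linkage group 14 from 12537012 to 12553507. It had 47 reads in *btl*, 1371 in *btl*-sibling and 686 in WT, a log2 fold change of -4.13 against the sibling (interval -4.70 to -3.83). *myog*, on linkage group 4 from 17230249 to 17232413, had 16 reads in *btl* and 195 in *btl*-sibling, a log2 fold change of -2.70 (interval -3.82 to -2.25). *atp2a1l* had a log2 fold change of -2.97 (interval -3.39 to -2.69). Among the genes in no list, *myhb* had a log2 fold change of -3.03, which is uncertain because myosin heavy chain genes are similar in sequence. *LOC119617527*, also in no list, had 2 reads in *btl* and 110 in *btl*-sibling. It was 23.8-fold lower with *btl* set to 3 reads (9.67-fold at the interval end). In both mutants, 3 genes were among the 30 lowest: *cmn*, *col2a1a* and *susd5*. The number of somite muscle genes among the 30 lowest in *btl* was 1 when the genes were ranked by the statistic in the NOISeq table the authors deposited, and 1 with each coding sequence ranked on its own.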

In the case of *btl*, the top 30 downregulated genes were 11 somite muscle-, four notochord-, five CNS- and one epidermis-specific genes and nine broadly expressed genes (Fig. S3). These results further support the suggestion that *stl* and *blt* have primary defects in the notochord and muscle, respectively.

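Over whole lists, the median log2 fold change of the notochord genes in *stl* against its sibling was -0.61, and 25 of the 29 genes were lower. Medians of 10000 random lists of the same size matched on mean expression lay between -0.07 and 0.06 in their middle 95%, and 0 of them were as low. With the 1 gene of 3 reads or fewer in *stl* valued at 3 reads, the median was also -0.61. Against WT the median of the notochord list in *stl* was -0.50. Somite muscle genes had a median of -1.01 in *stl* against its sibling, with 45 of 47 genes lower. That value depends on the sibling library, in which the same genes had a median of 0.60 against WT, and in *stl* against WT the median was -0.43. In *btl* against its sibling, the somite muscle genes had a median of -1.41, with 44 of 47 genes lower, and the notochord genes a median of -1.09, with 24 of 29 lower. Against WT these medians in *btl* were -1.09 and -0.84. For each of these medians, 0 of the 10000 random lists were as low. Leaving the random lists is not particular to the mutants. Between normal libraries, 0 random lists were as high as the somite muscle median of 0.60 in *stl*-sibling against WT. Likewise, 0 were as low as the blood median of -0.46 in *btl*-sibling against WT. Under the alternative settings, the notochord median in *stl* ranged from -0.81 to -0.50 and the somite muscle median in *btl* from -1.73 to -1.09. The CNS list had medians of 0.09 in *stl* and -0.16 in *btl*, each against its sibling. The list of paraxial mesoderm genes, which form the somites, had medians of 0.04 (13 genes) in *stl* and -0.55 in *btl*. Among the phenotypically normal libraries, the notochord list had medians from 0.04 to 0.26 and the somite muscle list from 0.20 to 0.60. The paper proposes that the primary defect lies in the notochord in *stl* and in muscle in *btl*. It takes the tissues of the most strongly downregulated genes as further support for this.

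**Figure D2:**
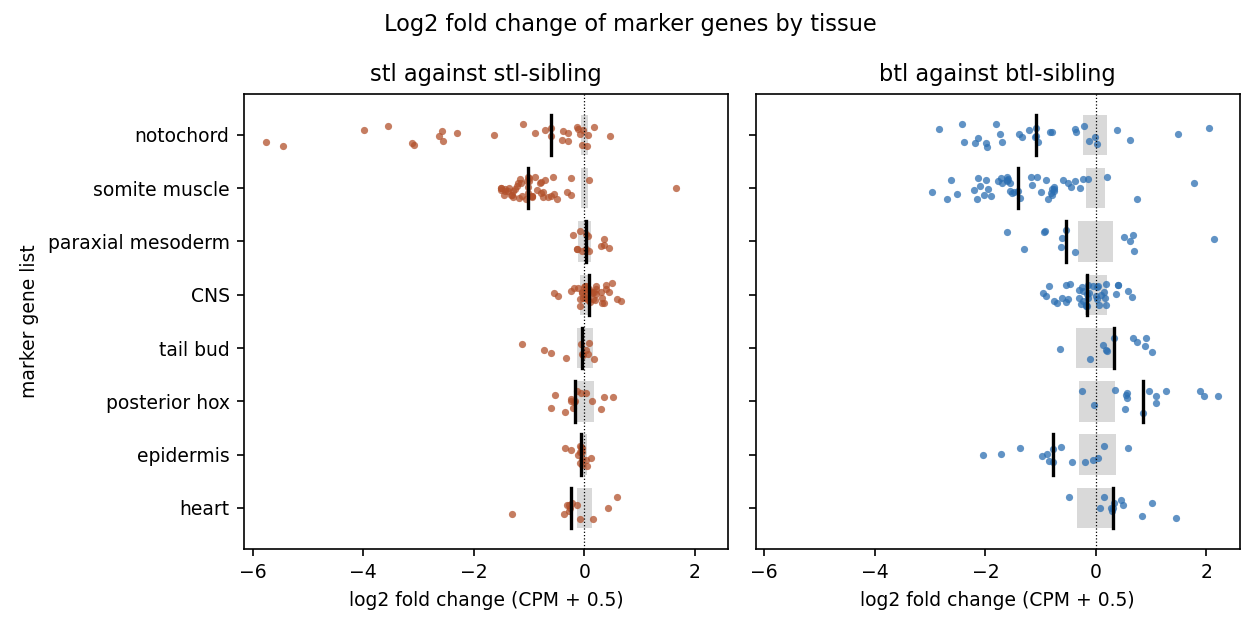
Log2 fold change (x axis) of each expressed marker gene by list (y axis) in *stl* (left) and *btl* (right) against their siblings, with 1 point per gene, a black line at the list median and a grey box over the middle 95% of medians of random lists. In *stl* the notochord genes spread down to -5.76 while the somite muscle genes lie around -1.01, and in *btl* both lists lie below the grey box.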

### Blocking *noto* or *msgn1* in medaka phenocopies *stl* or *btl*, respectively

To confirm that the mutation phenotypes of *K. marmoratus* resulted from missense mutant alleles of *noto* and *msgn1* in *stl* and *btl*, respectively, we planned to inject morpholinos (MOs) of these genes to phenocopy the mutant phenotype. However, *K. marmoratus* often hold fertilized eggs within the body and randomly release eggs to the water at varying stages of development. Therefore, it is difficult to obtain many one-cell-stage embryos for MO injections. To overcome this problem, we designed *noto* and *msgn1* MO orthologues to medaka (*Oryzias latipes*) and injected the MO into medaka embryos to phenocopy the *K. marmoratus stl* and *btl* mutant phenotypes. Indeed, these MO injections produced morphants presenting a typical *stl* phenotype (short tail with narrowing of the trunk-tail junction) with *noto*MO (Fig. 4B) and a typical *btl* phenotype (ball-shaped enlarged tip of tail) with *msgn1*MO (Fig. 4E). In addition, co-injection of mRNAs encoding *Km*_*noto* or *Km*_*msgn1* with MOs rescued the phenocopy (Fig. 4C,F,H,I). To test whether the mutant alleles identified in the *noto* and *msgn1* genes in the mutants are non-functional, mRNAs containing the point mutations of *Km_noto* or *Km_msgn1* were synthesized and also co-injected with their corresponding MOs. The mutant phenotype was not rescued in the resulting embryos (Fig. 4D,G-I). These data indicate that mutated forms of *K. marmoratus stl* in *noto* and *btl* in *msgn1* genes are non-functional, indicating that these mutations are responsible for the *K. marmoratus stl* and *btl* mutant phenotypes.

**Fig. 4.**
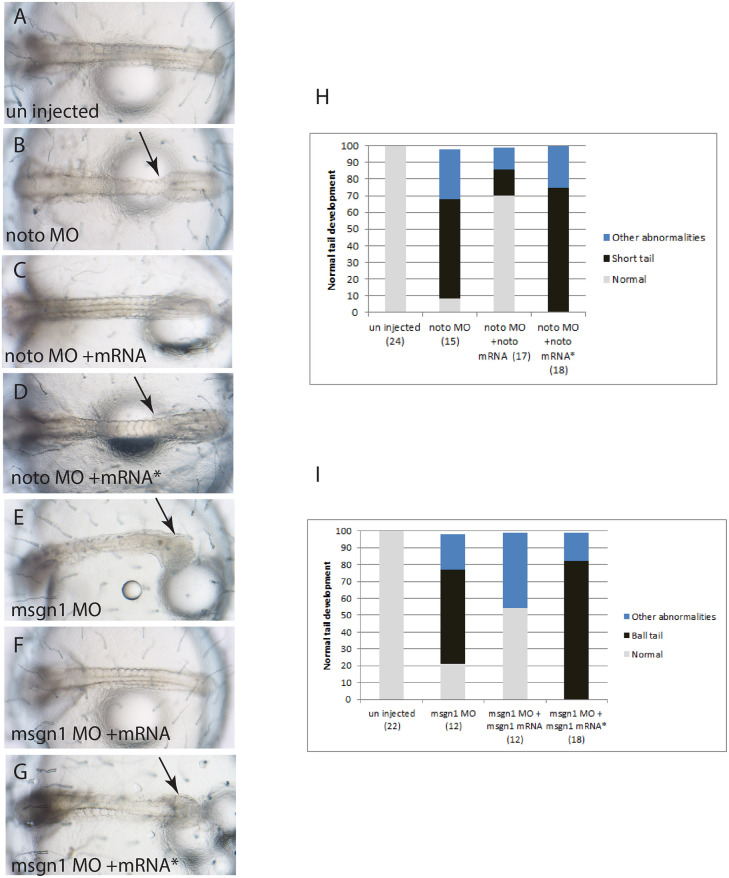
**Medaka *noto* and *msgn1* morphants phenocopy the mangrove killifish *stl* and *btl* mutants, respectively.** (A) WT medaka embryo (St.23). (B) Medaka *noto*MO phenocopies the *stl* mutant (arrow indicates the typical narrowing of the trunk-tail junction). (C,D) The morphant phenotype is rescued by co-injection of the wild-type *Km*_*noto* mRNA (C), but is not rescued by co-injection of mutated form (R187C) of *Km_noto* mRNA (D, arrow). (E-G) Similarly, medaka *msgn1*MO phenocopies the *btl* mutant (E, arrow), and is rescued by wild-type *Km_msgn1* mRNA (F) but not by a mutant (I114N) form of *Km_msgn1* mRNA (G, arrow). (H,I) Histograms showing the proportion of morphant embryos rescued by mRNA injection.

### *Km_Noto* and *Km*_*msgn1* are expressed in the tail bud and interact with each other in a reciprocal manner

To examine the expression pattern of *noto* and *msgn1* in *K. marmoratus*, whole-mount *in situ* hybridization was conducted. We found that *K. marmoratus noto* is expressed around the posterior end of the axial mesoderm (Fig. 5A), which gives rise to the axial part of the tail bud and is indeed expressed in the central part of the tail bud, including newly synthesized notochord cells (Fig. 5C,E) whereas *msgn1* is expressed in the posterior paraxial mesoderm from gastrula stage (Fig. 5B) and continues to be expressed in the paraxial part of the tail bud (Fig. 5B,D,F). *In situ* hybridization of *noto* in the *stl/noto(−/−)* mutant exhibited suppression of the gene (Fig. 5G), whereas *noto* expression was enhanced in the *btl/msgn1(−/−)* embryo (Fig. 5I). Similar patterns were observed for *msgn1*; *msgn1* presented reduced expression in the *stl/noto(−/−)* mutant and ectopic expression in *btl/msgn1(−/−)* mutant embryos (Fig. 5H,J).

**Fig. 5.**
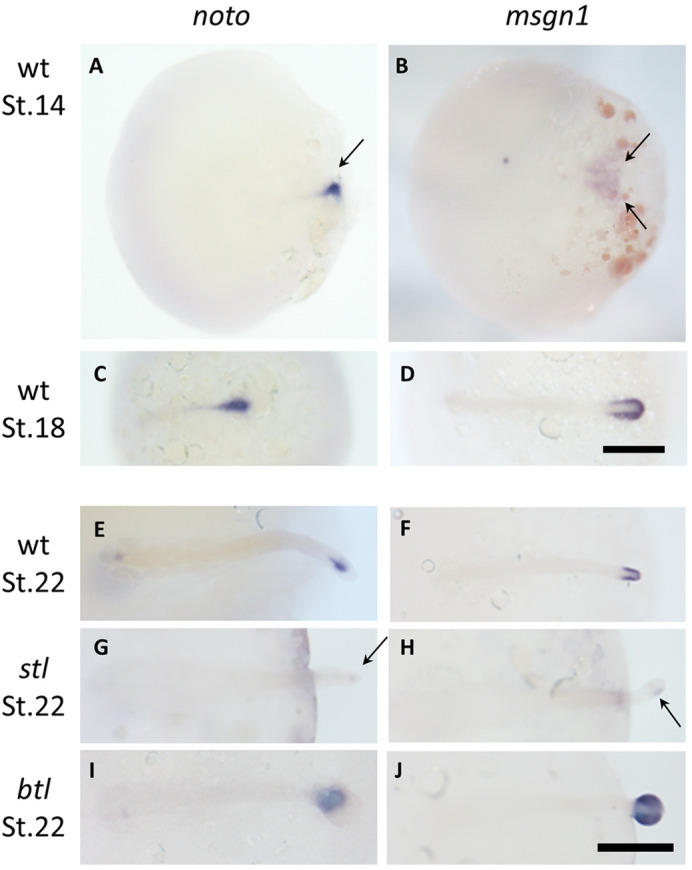
***noto* and *msgn1* expression in WT, *stl* mutant and *btl* mutant embryos.** Dorsal view of WT (A-F), *stl/noto* mutant (G,H) and *btl/msgn1* mutant (I,J) *K. marmoratus* embryos at gastrula or somite stages. Embryos were stained with probes for *noto* (A,C,E,G,I) or *msgn1* (B,D,F,H,J). (A-F) *noto* and *msgn1* are expressed at St.14 (mid gastrula), St. 18 (early somite) and St. 22 (late somite) in the axial (A, arrow) and paraxial (B, arrows) domains of the tail bud, respectively. (G-J) At the late somite stage (St.22), *noto* and *msgn1* expression are both suppressed in the *stl* mutant (G,H) but expanded in the *btl* mutant (I,J). Scale bar: 200 µm.

### Progenitor cells of tail bud behaviour in the medaka *noto* and *msgn1* morphants

The mutant phenotype and gene expression data suggest that *noto* and *msgn1* play a crucial role in tail bud development to form axial mesoderm (notochord) and paraxial mesoderm (somite), respectively. To examine cell behaviour of the axial and paraxial part of the tail bud, we used medaka embryos and traced tail bud cell fate in WT and MO-injected embryos. For labelling tail bud cells, Kaede mRNA was injected, which made the embryo fluorescent green. At the tail bud stage, the tail bud was exposed to ultraviolet light, which photoconverted these cells to become fluorescent red (*n*=5 for each morphant). We were thereby able to observe the red cells in the tail bud of WT medaka embryos giving rise to notochord and somite over the next 2 days (Fig. 6A-C). In contrast, in the *noto* morphant medaka embryos, the tail bud cells failed to develop notochord and mainly distributed to the paraxial region (Fig. 6D-F). Conversely, in the *msgn1* morphant, the tail bud cells gathered in the midline and failed to migrate to the paraxial region (Fig. 6G-I). The *noto/msgn1* double MO induced a ball-shaped tail similar to the tail bud as seen in the *msgn1* morphant but with severe failure of the tail bud cell deposition into the axial and paraxial part of the tail (Fig. 6J-L). Though the sample number was small (*n*=5/condition), we observed a consistent pattern in all embryos tested. Collectively, these data indicate that both *noto* and *msgn1* have crucial roles in cell movement and deposition in the tail bud, and therefore reciprocal interaction between these two genes determines a balanced patterning of the tail with respect to axial and paraxial components of the tail tissues.

**Fig. 6.**
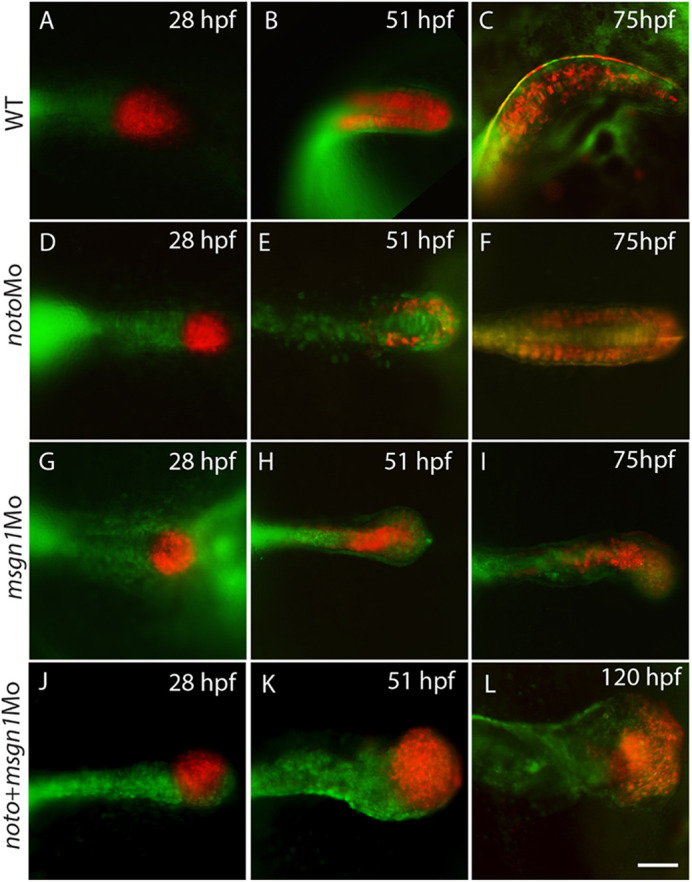
***noto* and *msgn1* morphants show specific migration defects in the tail bud.** Medaka WT (A-C), *noto* morphant (D-F), *msgn1* morphant (G-I) and *noto* and *msgn1* double morphant (J-L) embryos were injected with Kaede mRNA at the one-cell stage. At 28 h post-fertilization (hpf; St.19), tail bud cells were exposed to ultraviolet light to activate the red fluorescence and the cell fate of red-fluorescent cells was examined at subsequent stages. Scale bar: 200 µm.

## DISCUSSION

### Noto maintains the tail organizer activity

We demonstrate here that *stl/noto* mutants exhibit reduced gene expression of tail cell lineage-specific marker genes, including *col9a1b* (notochord), *hsp90aa* (somite) and *sox3* (spinal cord). These data lead to two conclusions. First, although notochord, somite and spinal cord are continuous structures from the trunk to tail, these marker genes expression patterns were primarily suppressed in the tail. This may suggest that molecular and cellular mechanisms of tissue development and associated gene regulation are different in the trunk and tail. Second, these data suggest that Noto is the key regulator for inducing the tail organizer activity that promotes tail notochord development, including cell migration, and may affect other lineages, including somite and spinal cord development. The role of *noto* homologues has been investigated in several model animals, including mice, *Xenopus* and zebrafish, demonstrating that *noto* plays a crucial role in notochord development (Talbot et al., 1995; Halpern et al., 1995; Odenthal et al., 1996; Melby et al., 1996; Abdelkhalek et al., 2004; Yamanaka et al., 2007; Goto et al., 2017). However, from these studies, the role of *noto* in inducing other cell lineages, such as somite, was not clearly determined. Therefore, our *K. marmoratus* mutant data has demonstrated a previously unknown role of *noto* as a key gene regulating other tissues in the tail. In zebrafish, the *noto/floating head* (*flh*) mutant shows notochord defects in both the trunk and tail. However, in the mangrove killifish *noto/stl* mutant, the defect in the notochord was primarily seen in the tail. The differences in loss of function of *noto* phenotypes between *K. marmoratus* and zebrafish model animals may be due to variations of functional redundancies between *noto* and other key regulators for notochord and other tail tissue development, including *foxa2*, *brachyury*, *spt*, *tbx6* and *msgn1* (Amacher and Kimmel, 1998; Yamanaka et al., 2007). Possibly owing to such gene functions, the notochord phenotype in the trunk seems milder than that in the tail. 

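In the annotation of ASM164957v2, which lists 25206 genes, 1 gene carries the symbol *noto* and 0 other genes list it as a synonym. This search was by name only, so a copy annotated under another name would not be found by it.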

RNA-seq and genome data (http://rotifer.skku.edu:8080/Km) for *K. marmoratus* and *O. latipes* rule out the possibility that *noto* has a paralogue in these animals that could compensate for the phenotype by redundancy. *In situ* hybridization staining of *ntl* and *fgf8* markers showed that these tail bud genes were not suppressed in the *stl/noto* mutation, suggesting that the earliest step of tail bud stem cell formation may not be regulated by *noto* and that a later step involving exit of the tail bud stem cells to the differentiating and migrating state may be regulated by *noto*. Although *msgn1* and *spt* are both expressed in the paraxial part of the *K. marmoratus* tail bud and possibly show some redundant and overlapping functions in paraxial mesoderm development (Yabe and Takada, 2012), gene expression regulatory mechanisms involving *noto*-mediated tail organizing activity are different: in the *stl/noto* mutant, only *msgn1* was suppressed (Fig. 5H), but *spt* was not (Fig. 2K). This indicates that the link between *noto* and *msgn1* is a crucial mechanism in the tail bud for tail paraxial mesoderm development and organization, but neither affects *spt* expression posteriorly.

### *msgn1* primarily regulates tail paraxial mesoderm organization and development

The function of *msgn1* has also been studied in other model animals, including *Xenopus* (Yoon et al., 2000), mice (Yoon and Wold, 2000) and zebrafish (Fior et al., 2012; Yabe and Takada, 2012; Chalamalasetty et al., 2014; Manning and Kimelman, 2015). These data showed its crucial role in somite (muscle) development. However, these data did not show a differential role of *msgn1* between the trunk and tail. Our *in situ* hybridization data from the *btl/msgn1(−/−)* mutant demonstrated a crucial role of *msgn1* in inducing somite gene expression (*hsp90aa*) in the tail but the same gene expression was not clearly suppressed in the trunk. These data suggest that the role of *msgn1* is particularly important in the tail bud region for specifying paraxial mesoderm cell fate and migration of these cells to the paraxial domain but may have a more redundant role in the trunk paraxial mesoderm. It is also worth noting that *msgn1* gene knockdown does not show a clear ball tail phenotype in the zebrafish (Fior et al., 2012; Yabe and Takada, 2012). The phenotype of *msgn1* loss of function is very mild in zebrafish compared with that in the mangrove killifish *stl/noto(−/−)* and medaka *noto*MO. As discussed in the *noto* section above, the differential phenotypes observed in tail regulatory (loss-of-function) genes may be due to variations of redundancies with other regulatory genes. For example, functional synergism and redundancy between *msgn1*, *txb16* and *spt* are crucial for paraxial mesoderm development (Yoon and Wold, 2000; Fior et al., 2012; Yabe and Takada, 2012; Chalamalasetty et al., 2014). Our RNA-seq and genome data for the mangrove killifish also confirmed that there is no paralogue of *msgn1* in the species. Therefore, the differential balance and level of redundancies between these factors may change the relative contribution of each factor during tail paraxial mesoderm development.

### *noto* and *msgn1* are crucial for the migration and deposition of tail bud cells to form notochord and somite, respectively

Although there is an apparent epistatic relationship between the *noto* and *msgn1* genes, they may have independent and primary roles in the regulation of cell migration and localization of the notochord and somite cells, respectively (Yamanaka et al., 2007; Yabe and Takada, 2012). We labelled the tail bud cells at the tail bud stage using Kaede fluorescent protein and traced the tail bud cell fates in control, *noto*MO, *msgn*MO and double MO morphants in medaka embryos. These data reveal specific loss of cells migrating towards notochord or muscle in the *noto*MO and *msgn1*MO, respectively, indicating a crucial role of *noto* and *msgn1* in cell movement and localization. Although *notoMO* cells can still migrate to the somite position, gene expression for the tail somite was suppressed (Fig. 2E), suggesting that *noto* has dual roles in the tail bud, maintaining the tail bud organizer activity to induce key tissues in the tail and, at the same time, promoting the tail bud cells to migrate towards and/or along the midline of the tail. The exclusion of the tail bud cells from the notochord in the Noto knockdown embryo in medaka is consistent with previous results in the *flh* zebrafish mutant and *Noto* knockout mice (Halpern et al., 1995; Melby et al., 1996; Yamanaka et al., 2007). Equally, exclusion of labelled tail bud cells from the differentiated somite in the *msgn1* knockdown in medaka is also consistent with previous reports in mice (Yamanaka et al., 2007); however, our time-course live imaging directly showed a differential and exclusive cell-sorting mechanism by the presence/absence of the *msgn1* gene (Fig. 6). In zebrafish, the *msgn1* knockdown phenotype is much more subtle, possibly owing to higher redundancy with *spt*, therefore such a clear role of *msgn1* in the paraxial mesoderm development on its own was not investigated (Yabe and Takada, 2012). Therefore, our data clarified differential and interactive roles of *noto* and *msgn*1 in cell sorting between axial and paraxial mesoderm in the tail bud with a clear phenotype and effective live-imaging analysis.

Although the severity of abnormalities occurring in the trunk and tail are different in killifish, zebrafish and mice, overall function of *noto* and *msgn1* as an organizer for the axial and paraxial mesoderm would also be conserved. However, possibly owing to some differential genetic redundancies and morphological differences, our data in killifish and medaka species showed an enhanced phenotype in the tail compared with that in zebrafish. This might be partly due to the large yolk in these fish species as epiboly has to migrate a greater distance and therefore formation of the tail bud occurs before the completion of epiboly (Mourabit et al., 2011). If the defect caused by the *noto* mutation leads to failure of a fully functional tail bud formation and if that occurs before the end of epiboly, subsequent tail development may be severely affected. We have previously reported that a more severe phenotype in mangrove killifish than in zebrafish was observed in embryos treated with the Bmp inhibitor dorsomorphin (Mourabit et al., 2014). Dorsomorphin-treated zebrafish embryos can complete epiboly and form a tail bud (Yu et al., 2008). However, in dorsomorphin-treated mangrove killifish embryos, epiboly is delayed, causing premature tail bud formation in multiple locations and the ‘tail islands’ phenotype (Mourabit et al., 2014). This provides supportive evidence that the tail phenotype may be more severe in *K. marmoratus* and medaka compared with zebrafish.

### *K. marmoratus* as a model for mutants and associated gene analyses

This is the first report of the use of *K. marmoratus* as a model for mutant and associated gene analyses. *K. marmoratus* is a very unique self-fertilizing fish. Because mutagenized hermaphrodites give rise to both oocyte and sperm within the same body, the generation of homozygous mutants from single hermaphroditic lineages does not require large amounts of labour, facilitating quick generational screening and simple maintenance of the mutant fish lines in a highly reduced space compared with zebrafish and medaka. Here, we applied a single lane of RNA-seq, including WT, *stl*, *btl* mutant and sibling pools all together, using a simple bioinformatics pipeline and screening criteria for narrowing down the mutations to identify the mutated gene for these two mutants (Fig. S1, Tables 1-3). For this, we did not need to use outcrossing or mapping of genetic loci but only needed to sequence a small number of embryos (e.g. 20 mutant embryos as a pool) without the need for replicates. The success of such a simple sequencing strategy to identify the key mutation(s) is largely due to the character of the inbred mangrove killifish genome (isogeny). Initially, Tatarenkov et al. (2010) identified a series of commonly utilized laboratory strains of the mangrove killifish by microsatellite analysis, including the *Hon9* strain used here for mutagenesis. More recently, many more strains have been identified by whole-genome sequencing and comparison of heterozygosity levels (Lins et al., 2018). In this study, for example, the highly isogenic *Hon9* strain used for mutagenesis and maintained for over 30 years of inbreeding in the laboratory, exhibits 99.97% homozygosity of single nucleotide polymorphisms by next generation rad-tag sequencing (B.C.R., F. Agyabeng-Dadzie and J. F. Elder, unpublished). Consequently, we identified single variant genotypes as the candidate cause of the observed phenotypes in the *noto* and *msgn1* genes, respectively. Therefore, the method that we applied here for identifying mutations would be highly applicable for future research into mutants generated in this vertebrate model. In particular, forward genetics in this species would become powerful when it is used for identifying parental-effect genes. Parental-effect mutant screens require four generations of screening, and maintenance of large numbers of fish until completion of the screening process, making it difficult to screen for mutants at saturation levels. However, by using this self-fertilizing fish, the screening process could be reduced by one generation and therefore large-scale screening would be possible (Sucar et al., 2016). It would also be interesting to examine mutation profiles of subtle, non-lethal phenotypes, as such phenotypes are still relatively under-explored in other model organisms. In the self-fertilizing animal, once such phenotypes are found, the homozygous ‘line’ can be directly obtained from the offspring without having to identify carriers of the same mutation from two sexes. Therefore, the process of breeding and analyses would become highly simplified.

**Table 3.**
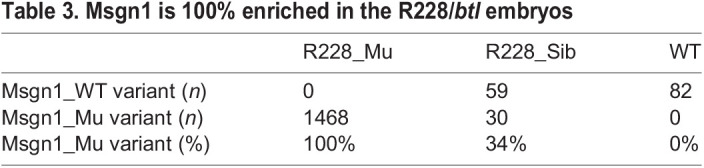
Msgn1 is 100% enriched in the R228/*btl* embryos

Although it is difficult to obtain many one-cell-stage *K. marmoratus* embryos owing to internal self-fertilization, we show here that it is possible to use medaka to confirm mutants by MO and mRNA injection analyses. The medaka rice fish was previously categorized as killifish and is indeed genetically close to the mangrove killifish. The morphology, size and developmental pattern of the embryos are similar (Mourabit et al., 2011; Iwamatsu, 2004). The genome size is similar (700 Mb for the mangrove killifish and 800 Mb for medaka). Cross-species *in situ* hybridization is possible between these two species but not with zebrafish (e.g. *ntl* probe in this study). Thus, the novel approach demonstrated here for identifying and analysing mutants and mutated genes offers an interesting possibility of further gene discovery and analyses in a variety of areas in genetics, such as developmental biology, epigenetics and behaviour.

## MATERIALS AND METHODS

### Fish husbandry

ENU-induced *K. marmoratus* mutant strains (Moore et al., 2012) and the parental WT strain, *Hon9*, were maintained at constant laboratory conditions, 26°C±1°C, 14-15 ppt salinity, 12 h light:12 h dark photoperiod. Individuals were reared in 1500 cm^3^ plastic containers; live *Artemia* were provided once a day as food for the fish, along with weekly water changes. Eggs of each strain were kept in Petri dishes at 26°C until hatching (12-21 days) and were used to maintain stocks or selected for use as mutants for further experiments.

### *In situ* hybridization

*In situ* hybridization as described by Mourabit et al. (2014) was applied to different stages of embryos depending on the type of gene markers observed. The mangrove killifish gene probes for *in situ* hybridization were designed using the cDNA sequence obtained from the *de novo* assembly of RNA-seq. The *Km_sox3* probe was previously reported (Mourabit et al., 2014). cDNAs for *Km_col9a1b*, *Km_hsp90aa* and *Km_fgf8* were amplified with nested PCR and subcloned into pGMT Easy. *Km_spt*, *Km_noto*, *Km_msgn1*, *Km_ntl* and *Km_tbx6* cDNAs were *in vitro* synthesized by GeneArt (Thermo Fisher).

### RNA-seq transcriptome analysis

RNeasy Mini Kits (Qiagen) were used to extract total RNA from 20 embryos (St.16-18) for each strain: WT progenitor (*Hon9*), *btl*, *stl* and their non-mutant siblings. RNA quality of samples was confirmed using an Agilent RNA 6000 Nano Kit before moving forward with the sequencing process. Sequencing libraries were prepared using the RNA-seq directional protocol (Illumina) and sequenced in one lane of an Illumina HiSeq 2500 v3 next generation sequencer with 100 bp paired end reads.

The sequencing data was first trimmed to remove sequencing adaptors and low-quality terminal ends (<Q20) and then short sequences were removed using fastq-mcf v1.1.2-537 (https://github.com/ExpressionAnalysis/ea-utils). *De novo* transcriptome assembly was performed for each of the groups using Trinity v2.2.0 (Haas et al., 2013). Variants between the groups were identified and quantified using KisSplice v2.4.0-p1 (Lopez-Maestre et al., 2016) with a k-mer size of 53. The variants identified by KisSplice were mapped to the *de novo* transcriptomes with BLASTn v2.5.0 (Altschul et al., 1990) to obtain the associated transcript. The transcripts containing variants were then annotated with BLASTn to NCBI-nr (downloaded 11 November, 2016) with an e-value threshold of 1e^−4^, keeping only the best hit. To identify candidate mutation-related variations, we filtered the list of variations produced by KisSplice with custom scripts, applying the following criteria: 0% of reads in the WT group compared with 100% of reads in the mutant group, with the sibling group being intermediate.

Quantification of gene expression was performed using Salmon (1.5.0) against the coding sequences in the reference assembly ASM164957v2 (Patro et al., 2017). Differential expression was performed using NOISeq (2.28.0) (Tarazona et al., 2012, 2015) comparing mutants with WT and their phenotypically normal siblings.

### MOs and mRNAs

MOs of medaka *msgn1* (5′-ACAGGATTTCAGCTTCCACGTCCAT-3′) and *noto* (5′-CCTGCCTTTGCTGTCCTGTGGATC-3′) were generated by Gene Tools LLC. Capped mRNAs for *Km_noto* (WT), *Km_noto* (*stl* mutant form), *Km_msgn1* (WT), *Km_msgn1* (*btl* mutant form) and Kaede were synthesized using mMessage mMachine SP6 kit (Thermo Fisher Scientific) according to the manufacturer's instructions.

*noto* or *msgn1* MOs (2 µg/µl, 1 nl) were injected into one-cell-stage medaka embryos. For the phenotypic rescue experiment, 1 nl of 25 ng/µl mRNAs were co-injected with *noto* or *msgn1* MOs. For cell lineage analysis, Kaede mRNA (100 ng/µl) was also co-injected with a MO.

### Ethics statement

All experiments were approved and performed in compliance with the regulations of the University of Exeter, Animal Welfare Ethical Review Board.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

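Gene expression was measured by RNA-seq in 5 libraries of pooled whole embryos, 1 each for WT, *stl*-sibling, *stl*, *btl*-sibling and *btl*. The authors trimmed adaptors and low-quality ends from the paired end reads and quantified the reads with Salmon 1.5.0 against the coding sequences of ASM164957v2. For each library the authors deposited the estimated counts and TPM that Salmon gives for every coding sequence, and also 1 joined table of the expected counts and 1 of RPKM values. The joined table of counts was checked against the tables of the single libraries, with a largest difference of 0. The authors also deposited NOISeq 2.28.0 comparisons of each mutant and sibling library with WT and of each mutant with its sibling. Each deposited comparison holds, for the coding sequences with a probability of differential expression over 0.9, the counts of both libraries, the log2 ratio of reference to compared library, the difference of the counts and a ranking score made from the ratio and the difference. In those tables the probability is a fraction between 0 and 1, and the deposited counts are not scaled for library size, with a count of 0 replaced by a small constant.

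From these files, coding sequences were assigned to genes through the protein accessions of the annotation of ASM164957v2, and the expected counts were summed over each gene. Coordinates are those of that assembly. CPM were computed with the TMM factors of edgeR 4.0.16 under R 4.3.3. All further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The log2 fold change of a gene is the log2 of the ratio of CPM values after adding 0.5 to both. Genes with a mean of at least 2 CPM over the 5 libraries were kept, which were 15362 of 22090. A gene was counted as changed at a 2-fold difference. No test across genes was possible with 1 library per group, so counts of changed genes were set beside those of the 3 comparisons among WT, *stl*-sibling and *btl*-sibling.

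Marker gene lists were written from general knowledge of zebrafish expression for 11 groups: notochord, somite muscle, paraxial mesoderm, CNS, tail bud, posterior *hox*, anterior *hox*, epidermis, heart, blood, and pigment and lens. *noto* and *msgn1* are in no list. Genes were matched to the lists by symbol, and the *stl* and *btl* gene classes of Figs S2 and S3 were not used here. The median of each list was set beside the medians of 10000 random lists of the same size matched on mean expression in 20 bins, which describes these libraries and is not a test of the conditions. Values of a list were called moved when they left the 95% interval from 10000 bootstrap samples of its genes. Among the lists, the muscle list holds the *hsp90aa* genes, the notochord list *col9a1b* and *tbxta*, and the CNS list *sox3*, which the paper used as markers in these mutants.

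The genes named in the text are those the paper names, the list members among the 30 lowest genes, and, for each mutant, the 10 genes with the lowest and the 5 with the highest log2 fold change against the sibling among genes changed at least 2-fold in the same direction against WT. Library totals ranged from 9147625 in *btl* to 12220249 in *btl*-sibling. For single genes, precision is given as the exact (Clopper-Pearson) 95% interval of the ratio of reads, which covers counting error only, since reads of a pool of embryos are not independent embryos. For a gene with 3 or fewer reads in a library, the fold is given with that library set to 3 reads, and only the interval end covers counting error.

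The counting of changed genes and the list medians were tested on simulated data, in which counts were drawn from the means of the real genes and 200 genes were changed 4-fold. Between 199 and 200 of the 200 were recovered, and between 1 and 4 unchanged genes were called among 15291 to 15354 genes, with and without a simulated trend over coding sequence length. The simulated counts held Poisson counting error only, with no difference between pools, and were scaled by library size alone. They therefore check the computation and give no rate of false calls for the real libraries, where comparisons of normal libraries called 209 to 325 genes.

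The lists, the rule for named genes, the comparisons and 14 alternative settings were fixed before the data were examined. The alternatives were CPM scaled by library size alone, size factors of DESeq2 1.42.0, Salmon's TPM, pseudocounts of 0.1 and 2, no filter, a minimum mean of 10 CPM, references other than the sibling (WT, the sibling of the other line, and the mean of the 3 phenotypically normal libraries), single coding sequences in place of genes, a 4-fold threshold, the ranking score of the NOISeq tables the authors deposited, and the 100 lowest genes in place of 30. After the log2 fold changes were seen to follow coding sequence length, 1 further alternative was added, in which the medians of 20 bins of coding sequence length were interpolated and subtracted. Random lists for that alternative were matched on expression and on length. The rules by which tests weigh a value against the normal libraries (exceeding them by more than their own range) and read scalings (relative to the median of all genes) were chosen after the values were seen, in place of earlier rules that gave other verdicts in part. The assembly of transcripts and the calling of sequence variants by the authors were not repeated, and allele shares are not analysed here. *In situ* hybridization of the mutants was done on other embryos at a later stage, so library values of its marker genes are no repeat of it.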

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

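Every test in this part was chosen only after the result it weighs was seen.

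Of the genes named in the text, 4 moved in opposite directions in the mutants, against the sibling and against WT, by more than they differed among the phenotypically normal libraries. Each was lower in *stl* and higher in *btl*, and since each mutant has 1 library, the difference between the mutants was not tested. *noto* had log2 fold changes of -0.94 in *stl* and 1.11 in *btl*, each against its sibling, and *tbxta* (*ntl*) of -1.64 and 1.49. *si:dkey-21p1.3*, annotated as a collagen alpha-1(I) chain, had log2 fold changes of -1.37 and 3.08. *slc38a8b* had 3 reads in *stl* and 139 in *stl*-sibling, 45.1-fold lower (15.1-fold at the interval end), and a log2 fold change of 0.83 in *btl*. Among the normal libraries, these genes differed by at most 0.16, 0.15, 0.55 and 0.34 in log2 fold change, in the same order as *noto*, *tbxta*, *si:dkey-21p1.3* and *slc38a8b*.

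Counting error alone does not account for the pattern, since the interval bound nearest to 0 over the 4 genes and both mutants was -0.49 against the sibling (*noto* in *stl*) and 0.22 against WT (*slc38a8b* in *btl*). WT as the reference cannot test for an atypical sibling library, because the genes were picked for moving in these directions against WT too. Against WT the value nearest to 0 was 0.56 (*slc38a8b* in *btl*). Removing the trend over coding sequence length kept the opposite signs, with values nearest to 0 of 0.87 (*noto* in *btl*) and 0.82 (*slc38a8b* in *btl*). A scaling that moves all genes alike, as TPM does in *btl*, is read relative to the median of all genes. Under 3 other scalings the opposite signs were kept on that basis, with values nearest to 0 of -0.93 for *noto* and *tbxta* (*noto* in *stl*), 0.81 for *slc38a8b* (in *btl*) and -0.49 for *si:dkey-21p1.3* (in *stl*, TPM, where 5 reads and the pseudocount leave its size uncertain). The intervals of the read ratios, which hold no pseudocount, left out 0 on that basis, with 0.46 as the bound nearest to 0 (*slc38a8b* in *btl*, TPM). Whether the median gene itself changed has no check in these libraries. A pool of a different developmental stage would move genes of later onset together. In *stl* against WT they moved apart, with medians of -0.47 for the heart list and 1.03 for the pigment and lens list, but so did they in *stl*-sibling against WT (-0.25 and 0.43), so stage and the mutation cannot be told apart in *stl*. In *btl* against WT, of the later-onset lists only pigment and lens left the middle 95% of random lists, at -0.55, so the same holds for *btl*. The biological explanation that the design gives, that the mutations in *noto* and *msgn1* may shift these genes in opposite directions, stays open and was not tested in these libraries. For *noto*, the paper reports suppressed staining in *stl* and enhanced staining in *btl* (Fig. 5G,I), in other embryos at a later stage. For *ntl* it reports no significant change in either mutant (Fig. 2N,O).

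In *btl*, 665 genes were at least 2-fold higher than in the sibling, a group of genes the paper does not discuss. Among the normal libraries, at most 165 genes changed in either direction. Low counts are argued against as the whole cause, since among genes with a mean CPM of at least 10 the share that was higher was 4.05%, beside at most 0.556% in either direction among the normal libraries. The trend over coding sequence length is likely to account for part of the count, which fell to 245 with the trend removed, still above the 160 that the normal libraries reached in either direction under that setting. The count depended on the reference, with 277 genes higher against WT and 758 against *stl*-sibling, and with the length trend removed 181 and 465. An atypical *btl*-sibling library, alone or together with length, is argued against as the whole cause by the values against *stl*-sibling, whereas 181 is close to the 160 among the normal libraries, and why the references differ was not tested. At a 4-fold threshold 20 genes were higher in *btl* than in its sibling and 35 than in WT. Both are fewer than the 40 that the normal libraries reached in either direction. Against *stl*-sibling 58 genes were higher, so whether the excess at 2-fold was also seen at 4-fold depended on the reference. With other scalings the count was 321 (library-size CPM), 682 (DESeq2's size factors) and 64 (TPM). Relative to the median of all genes it was at least 621 under these scalings (TPM), beside at most 151 among the normal libraries with TPM. That basis cancels any scaling that moves all genes alike, so it cannot test such a scaling as the cause. How many genes rose in absolute terms depends on which genes are taken as unchanged, and that choice has no check in these libraries.

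The list of posterior *hox* genes (15 genes), which the paper does not discuss, had a median log2 fold change of 0.85 in *btl* against its sibling and 0.90 against WT, beside at most 0.12 among the normal libraries. In *stl* against its sibling its median was -0.17. An atypical sibling library is argued against by the value of 0.90 against WT, which lies above the middle 95% of random lists (-0.26 to 0.29). With the length trend removed the median was 0.74, above random lists matched on length (-0.39 to 0.24). With TPM it was 0.28 while the median of all genes was -0.55, so these genes stayed above the other genes under each scaling that was run. A stage difference cannot be told apart from an effect of the mutation in *btl*, where the only later-onset list outside the random lists (pigment and lens, -0.55 against WT) gives a single direction.

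The epidermis list (15 genes), which the paper names for 1 downregulated gene only, had a median log2 fold change of -0.77 in *btl* against its sibling, with 12 of 15 genes lower. Among the normal libraries the largest median was -0.23 (*stl*-sibling against *btl*-sibling), and in *stl* against its sibling it was -0.06. The median of -0.66 against WT lies below the middle 95% of random lists (-0.21 to 0.22), which speaks against an atypical sibling library. With the length trend removed the median was -0.72, below random lists matched on length (-0.18 to 0.26). With TPM it was -1.29, lower than the median of all genes. A stage difference was not tested for this list on its own, and a smaller share of epidermis in the *btl* pool may equally give this value.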

How the results depend on the processing

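The tests across settings below were planned, except for the removal of the trend over coding sequence length, which was chosen only after the trend was seen.

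No paired analysis was possible because each group has 1 library and the results come from no test. Leaving out a library was not possible for the same reason. The values below come from 15 alternative settings. Of the 262 values they gave for the 20 results that answer a planned comparison, 217 stayed within the counting or bootstrap interval, or for a count within a factor of 1.5, 44 moved out of it and 1 reversed.

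The log2 fold change of *noto* in *stl* stayed between -1.02 and -0.74 and that of *msgn1* in *btl* between 3.69 and 5.05. The notochord median stayed between -0.81 and -0.50 in *stl* and between -1.65 and -0.84 in *btl*. The somite muscle median stayed between -1.04 and -0.43 in *stl* and between -1.73 and -1.09 in *btl*. These results kept their sign under all alternatives run on them. DESeq2's size factors moved none of the 20 results.

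Scaling mattered for *btl*. With CPM scaled by library size alone, the median log2 fold change of all genes in *btl* against its sibling was -0.22, and with TPM it was -0.55, in place of -0.02. Library-size CPM gave 847 genes lower and 321 higher in *btl*, so that 72.5% of the changed genes were lower in place of 43.1%, and a log2 fold change of 4.13 for *msgn1*. Under the same scaling, *sox3* in *btl* reversed to -0.16 and the anterior *hox* median in *btl* to -0.15. TPM gave 2191 changed genes in *btl*, 2127 lower and 64 higher (97.1% lower), and log2 fold changes in *btl* of 0.53 for *noto* and 3.77 for *msgn1*. TPM also reversed, in *btl*, the medians of the tail bud (-0.22), anterior *hox* (-0.50), heart (-0.21) and blood (-0.032) lists, and the values of *sox3* (-0.54) and *fgf8a* (-0.43). Each of these reversed values is no lower than the median of all genes with TPM. Removing the length trend left 725 changed genes in *btl*, 245 of them higher (66.2% lower), 1 notochord gene among the 30 lowest in *btl*, and a log2 fold change of 3.69 for *msgn1*, and reversed *sox3* (-0.18) and the anterior *hox* median (-0.17) in *btl*.

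Filters, thresholds and pseudocounts changed counts of genes by their construction. Without a filter, 330 genes changed in *stl* in place of 186, 232 of them lower (70.3% in place of 82.3%). With a minimum mean CPM of 10, 91 genes changed in *stl* and 721 in *btl*. At a 4-fold threshold, 47 genes changed in *stl* and 92 in *btl*, and the totals among the normal libraries were 62, 38 and 77. A pseudocount of 2 left 123 changed genes in *stl*, and a pseudocount of 0.1 left 1 notochord gene among the 30 lowest in *btl*. *noto* has a mean below 10 CPM, so under that minimum it was valued without being among the genes kept. Taking the 100 lowest genes in place of 30 gave 14 somite muscle genes and 1 heart gene in *stl*, and 7 notochord genes, 12 somite muscle genes and 1 epidermis gene in *btl*.

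The reference library changed several results, and the cause was not tested. With WT as the reference, 419 genes changed in *stl* (55.8% lower) and 671 in *btl* (58.7% lower), the somite muscle median in *stl* was -0.43, and *msgn1* in *btl* was 4.70. The 30 lowest genes then held 4 notochord genes in *stl*, and 1 notochord and 2 somite muscle genes in *btl*. Reversed values in *stl* were the anterior *hox* median (0.28), *LOC119617527* (0.73), *LOC108229385* (0.85), *LOC108241321* (0.78), *LOC108243721* (0.75), *atp2a1l* (0.10) and *neb* (0.33), and in *btl* *hsp90aa1.2* (-0.32) and *sox3* (-0.091). *LOC108251162*, with 0 reads in WT, was 9.78-fold higher in *btl* than in WT with WT set to 3 reads (7.21-fold at the interval end). Against the sibling its log2 fold change was -0.23.

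With the sibling of the other line as the reference, 506 genes changed in *stl* (54.9% lower), and the somite muscle medians were -0.59 in *stl* and -1.73 in *btl*. *msgn1* was 5.05 in *btl* and reversed to -0.19 in *stl*. The 30 lowest genes held 4 notochord genes in *stl* and 1 in *btl*. Reversed values in *stl* were the anterior *hox* (0.14) and blood (0.31) medians, *tbx16* (-0.48), *tbx6* (-0.19), *thbs4b* (-0.26), *LOC119617527* (0.77), *LOC108229385* (0.58), *LOC108241321* (0.51) and *hunk* (-0.76), and in *btl* the anterior *hox* median (-0.20) and *sox3* (-0.26). With the mean of the 3 normal libraries as the reference, 64.7% of the changed genes in *stl* were lower, the somite muscle median in *stl* was -0.64, *msgn1* in *btl* was 4.69, and 1 notochord gene was among the 30 lowest in *btl*. Reversed values were the anterior *hox* median (0.078), *LOC119617527* (0.37), *LOC108229385* (0.30) and *LOC108241321* (0.24) in *stl*, and *sox3* (-0.10) in *btl*.

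With single coding sequences in place of genes, 1820 changed in *stl* (52.7% lower) and 3272 in *btl* (56.5% lower). The same setting gave 2111, 1934 and 2050 in the comparisons of normal libraries. The 30 lowest genes then held 2 notochord genes and 1 somite muscle gene in *stl*, and 0 notochord genes and 1 somite muscle gene in *btl*. Ranking by the score in the NOISeq tables the authors deposited gave 1 somite muscle gene in *stl*, and 1 somite muscle and 2 epidermis genes in *btl*.

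For the other 115 results, 263 values moved out of their range, 96 away from 0 and 167 towards it, and 35 reversed. Depth limits the genes with few reads. *noto* rests on 44 reads in *stl*, and a gene has no value under a setting in which a library used for it held 3 reads or fewer.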

Differences from the paper's values

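Apart from the count of annotated myosin heavy chains, no test in this part was chosen after a result was seen, and the values are set beside the paper's as they are.

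The paper classified the 30 genes most strongly downregulated by their expression in zebrafish, and the values here count members of fixed marker lists among the 30 genes with the lowest log2 fold change. For somite muscle in *stl* the paper gives 4 genes and the list gave 0. Of the alternatives set before the data were examined, none closed this gap: single coding sequences gave 1, the ranking score of the deposited NOISeq tables gave 1, the 100 lowest genes gave 14 and the others gave 0. For somite muscle in *btl* the paper gives 11 genes and the list gave 4. Among the 100 lowest genes there were 12 somite muscle genes, and the other alternatives gave between 1 and 5. The list, written by symbol, does not hold 7 further genes among the 30 lowest in *btl* that are annotated as myosin heavy chains. Counting them with the list, which was chosen after seeing the values, gives 11, and in *stl* 0. Other genes in no list have related annotations and were not counted. Examples are *spegb* (striated muscle preferentially expressed protein kinase) and *mybphb* (myosin binding protein Hb) in *btl*, and *myl2a* (myosin regulatory light chain 2a) in *stl*. The match with the paper's 11 therefore depends on which genes were added.

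For the CNS the paper gives 4 genes in *stl* and 5 in *btl*, and the list gave 0 and 0. None of the alternatives set before the data were examined gave any CNS gene. For the heart in *stl* the paper gives 1 gene and the list gave 0, and 1 among the 100 lowest genes. For the epidermis in *btl* the paper gives 1 gene and the list gave 0, 1 among the 100 lowest genes and 2 with the ranking score of the NOISeq tables the authors deposited. The other alternatives gave 0 for the heart in *stl* and 0 for the epidermis in *btl*.

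Reads of *noto* in *stl* relative to WT were about 1.1 in Table 2, read by eye as a ratio of the reads given there. Over the whole coding sequence, the ratio of *noto* in *stl* to WT was 0.494. None of the alternatives set before the data were examined closed this gap, with ratios between 0.469 and 0.569.

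The paper states that *msgn1* expression is reduced in *stl* (Fig. 5H), whereas its log2 fold change in the *stl* library was 0.53 against the sibling and 0.18 against WT, and -0.19 with the other sibling as the reference. It shows a wider *col9a1b* domain in *btl* (Fig. 2C), where the log2 fold change of *col9a1b* was -1.81. *ntl* is described as not significantly altered in either mutant (Fig. 2N,O). In the libraries *tbxta* had log2 fold changes of -1.64 in *stl* and 1.49 in *btl*, and *tbxtb*, a paralog, of -0.05 and 2.05. *spt* is likewise described as not significantly altered (Fig. 2K,L), where *tbx16* had a log2 fold change of 0.66 in *btl*. Reduced *sox3* is reported for *stl* (Fig. 2H), where its log2 fold change was 0.08. Loss of *hsp90aa* in the tail is reported for both mutants (Fig. 2E,F), and the paper does not say which paralog was stained. *hsp90aa1.1* was lower in both, with log2 fold changes of -0.95 in *stl* and -1.51 in *btl*. *hsp90aa1.2* had 1.66 and 1.77, and in *btl* -0.32 against WT. The mutant embryos stained for these genes were older than the pooled embryos, and the libraries hold whole embryos.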

Other observations

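The tests of stage against the sibling and of an atypical sibling on the marker lists of the tissues that the mutants lack, of low counts in each mutant against its sibling, and of whether changed genes are mostly very short or very long were set out before those results were seen. All other tests in this part, among them the limit of 10% at either end of the lengths and the removal of the length trend from counts and lists, were chosen only after the result was seen.

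The notochord list was lower in *stl* and the somite muscle list in *btl*, each against its sibling, with medians of -0.61 and -1.41. A pool of an earlier stage would lower lists of later onset to a similar degree, and against the siblings the lowest of those lists were at -0.24 in *stl* (heart) and -0.30 in *btl* (pigment and lens). Against WT the lists went both ways. In *stl*, beside -0.50 for notochord, heart was at -0.47 and blood at -0.13, but CNS at 0.33 and pigment and lens at 1.03, with 0 of 12 genes lower, a list that differed by 0.94 among the normal libraries. In *btl*, beside -1.09 for somite muscle, pigment and lens was at -0.55 and CNS at -0.09, but blood at 0.01 and heart at 0.19. Of 3 criteria tried on these values after they were seen, 2 exclude a stage difference as the whole cause in *stl* and 1 in *btl*, so against WT it cannot be told apart from the mutation. An atypical sibling would leave the lists near 0 against the other normal libraries. In *stl* the notochord median was -0.50 against WT and -0.65 against *btl*-sibling, and in *btl* the somite muscle median was -1.09 against WT and -1.73 against *stl*-sibling. With the length trend removed the medians were -0.59 (notochord, *stl*) and -1.28 (somite muscle, *btl*). An atypical sibling and length therefore do not account for the pattern as a whole, whereas a stage difference stays open against WT. A loss of notochord in *stl* and of muscle in *btl* may underlie the pattern and stays open beside it.

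The notochord list was also lower in *btl*, and the somite muscle list in *stl*. For the latter, the sibling library accounts for part of the value, since the somite muscle median of *stl*-sibling against WT was 0.60. The median of *stl* against WT was -0.43, below the middle 95% of random lists (-0.13 to 0.11). Among the normal libraries this list had medians from 0.20 to 0.60, so the sibling library as the whole cause cannot be excluded.

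Low counts do not account for the whole of the share of genes changed at least 2-fold in *btl* against its sibling, which was 7.60% of all genes and 6.80% of those with a mean CPM of at least 10, beside at most 1.05% of the latter among normal libraries. Log2 fold changes in *btl* followed coding sequence length (Spearman's rho -0.491), as an effect of length needs. Of the changed genes, 45.5% had a coding sequence among the shortest or longest 10%, short of the majority that the test asked for. This share was at most 31.6% among the normal libraries, and a trend over all lengths needs no majority at the ends. The share therefore does not count against length. With the length trend removed 725 genes changed in *btl*, beside at most 319 among normal libraries, so length accounts for part of the count and not for the whole. The comparisons among normal libraries are between lines, so they give no level for a mutant and its sibling of the same line. In *stl* against its sibling, 186 genes changed, fewer than among normal libraries, so there was no excess over them for low counts or length to account for. There, 0.858% of the genes with a mean CPM of at least 10 changed, 28.5% of the changed genes had a coding sequence among the shortest or longest 10%, and 187 genes changed with the length trend removed. Against other references *stl* did exceed the 325 genes that normal libraries reached at most, with 419 against WT and 506 against *btl*-sibling. The excess against *btl*-sibling is not accounted for by low counts (1.74% of the genes with a mean CPM of at least 10 changed) or by the length trend (512 genes after its removal). The excess against WT is smaller than the range among the normal comparisons (209 to 325), so there length (391 genes) cannot be told apart from an effect of the mutation. Of the genes with a mean CPM of at least 10, 1.56% changed against WT, beside 0.745% to 1.05% among the normal comparisons. That argues against low counts as the whole cause there. With 1 library per group, differences between pools and an effect of the mutation on the number of changed genes both stay open. The source of the length trend was not tested.

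Genes of ribosomal proteins, a list of 75 genes chosen after the data were seen by their symbols, had a median log2 fold change of 0.96 in *btl* against its sibling, with 74 of 75 higher, and 0.68 against WT. They also moved together among the normal libraries, with 0 of 75 higher in *btl*-sibling against WT (median -0.28) and 73 of 75 higher in *stl*-sibling against *btl*-sibling (0.19), so agreement between these genes is not particular to *btl*, and the sibling library accounts for part of the value but, with 0.68 against WT, not for the whole. Their median coding sequence length is 459 nucleotides, beside 1467 over all genes. With the length trend removed their median was 0.41, above random lists matched on expression and length in broad bins (0.03 to 0.29), and among the normal libraries it was at most 0.12. Length is thus likely to account for much of the difference but not for the whole of it, and further technical explanations were not tested. In *stl* against its sibling their median was -0.05.

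The comparisons the authors deposited list 2081 coding sequences for *stl* against its sibling and 3300 for *btl* against its sibling, and 2216 and 2203 for *stl*-sibling and *btl*-sibling against WT. A candidate explanation for such numbers among normal libraries is that reads of 1 gene were divided differently among its coding sequences. Of the coding sequences listed for the normal libraries, at least 92.4% (2047 of 2216 for *stl*-sibling) belong to genes whose summed expression differed by less than 2-fold, which this explanation needs. In the comparison of *btl* with its sibling this share was 81.2%.

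The paralogs *hsp90aa1.1* and *hsp90aa1.2* are neighbours on linkage group 19 (14720283 to 14724769 and 14715192 to 14719865). In both mutants the former was lower and the latter higher than in the sibling. Reads shifted between the paralogs would leave their sum unchanged. Against the sibling, the sum had log2 ratios of 0.94 in *stl* (interval 0.88 to 1.00) and 0.57 in *btl* (interval 0.48 to 0.66). It also differed among the normal libraries, with 321.3 CPM in WT, 319.3 in *stl*-sibling and 148.1 in *btl*-sibling, a log2 ratio of -1.12 for *btl*-sibling against WT, and in *btl* it was lower than in WT (-0.55). In *stl* the sum was also higher than in WT (0.93, interval 0.87 to 0.99) and than in *btl*-sibling (2.05). A shift of reads between the paralogs would not by itself raise the sum in *stl*. Because the sum also differed between normal libraries, an effect of the mutation and a difference between pools both stay open there. In *btl*, shared reads and a change in expression cannot be told apart. Against WT, *hsp90aa1.2* had log2 fold changes of 1.19 in *stl* and -0.32 in *btl*, so its direction in *btl* depends on the reference. A response of heat shock genes to handling of the pools was not tested, and *LOC108232639*, annotated as heat shock protein 30-like, had a log2 fold change of 2.96 in *stl* against its sibling and of 2.32 against WT. In *btl* it was 38.3-fold higher than in the sibling (12.7-fold at the interval end), which held 3 reads. However, *btl* and WT held 75 reads each (log2 fold change 0.44, interval -0.01 to 0.95), so that rise rests on the sibling library.

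Other marker genes of the *in situ* hybridization were measured in these whole-embryo libraries at an earlier stage. *tbx6* had a log2 fold change of -1.62 in *btl* (interval -2.19 to -1.24) and 0.30 in *stl*, each against its sibling. *tbx16* (*spt*) had 0.08 in *stl* and 0.66 in *btl*. *tbxtb* had 2.05 in *btl*. *fgf8a* had -0.06 in *stl* and 0.13 in *btl*, and *fgf8b* -0.60 and -0.32. *sox3* had 0.05 in *btl*. *foxa2*, which the paper discusses, had -0.39 in *stl* and -0.12 in *btl*.

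Among the remaining lists, the tail bud list (11 genes) had medians of -0.05 in *stl* and 0.33 in *btl* against the siblings, and of -0.23 and 0.64 against WT. The anterior *hox* list (13 genes) had -0.11 in *stl* and 0.03 in *btl*. The heart list (12 genes) had -0.24 in *stl* and 0.32 in *btl*, and the blood list (12 genes) -0.04 and 0.54, where *btl*-sibling itself had -0.46 against WT. The pigment and lens list (12 genes) had 0.32 in *stl* and -0.30 in *btl*, and differed by 0.94 between *stl*-sibling and *btl*-sibling. With TPM, the medians of the tail bud, anterior *hox*, heart and blood lists in *btl* had the opposite sign, and that of the anterior *hox* list also with library-size CPM. The genes *tbx16*, *hoxb13a* and *hoxd13a* are each in a pair of lists.

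Of the 10 genes named as lowest in *btl*, 4 annotated as myosin heavy chains (*LOC119617527*, *LOC108229385*, *LOC108241321* and *LOC108243721*) lie on linkage group 12 between 7901051 and 7960015. The log2 fold changes of *LOC108229385*, *LOC108241321* and *LOC108243721* were -3.38, -3.22 and -2.98 in *btl* against its sibling. Neighbouring genes of a family can be copies that share reads, which was not tested. Of the 5 genes named as highest in *stl*, *LOC108247860*, *LOC108251162* and *LOC108251161* are annotated as gamma-crystallins, with log2 fold changes of 3.12, 3.12 and 2.64, and *LOC108250191* had 4.52. Crystallins are a family of similar sequences among which reads may be shared, and *LOC108251162* had 0 reads in WT.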
